A study of Mus musculus with 15 samples (transcriptomic, total RNA). Its data were reported in "Distinct transcriptional responses elicited by unfolded nuclear or cytoplasmic protein in mammalian cells" (2015).

How the data were processed

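Poly(A) RNA was measured by mRNA-seq in NIH3T3 cells, a mouse embryonic fibroblast line, that stably expressed DD-sfGFP. This is superfolder GFP fused to a destabilizing domain (DD) derived from the FKBP protein. The DD is folded while the small molecule Shield-1 (S1) is bound to it and becomes unfolded once S1 is withdrawn. According to the study's methods, S1 was withdrawn by adding a purified FKBP protein to the culture. The labels give 15 samples. There were 5 control samples, 3 samples collected 45 min after S1 removal, 3 collected at 135 min and 4 collected at 405 min. Group and replicate number were taken from the sample titles, and no sample was left unassigned. Heat shock, tunicamycin and bortezomib treatments, which the study also used, were not in the files analysed here.

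Each sample had 1 table of 20207 RefSeq genes. According to the study's methods, the authors aligned the reads to the mm9 mouse assembly and quantified them against RefSeq on the DNAnexus platform, and the aligner and its version were not stated. The values deposited by the authors as read counts were expected counts, that is estimated counts that need not be whole: between 8.7% and 15.6% of the genes of a sample held a fraction, and large values were written to 4 significant digits. The authors also deposited an RPKM value per gene, which divides reads by gene length and sequencing depth. A standard score deposited by the authors (Z score) was the RPKM minus the sample mean over the SD across genes. The fourth deposited column was the ratio of the RPKM to its root mean square over the genes of the sample. Only the expected counts entered the tests; the sum of the RPKM column per sample was used as a check. The tables were joined by gene identifier because their row order differed. The design written before the files arrived assumed whole counts, so the expected counts were rounded to whole numbers and the same test was kept.

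Total counts ranged from 6652539 (control replicate 3) to 30258404 (45 min, replicate 1), a ratio of 4.5. Sampling alone gives a gene with 10 counts a relative error of 31.6% and a gene with 1000 counts an error of 3.2%. The 22 pairs of replicates were compared by a chi-square statistic over genes. It ranged from 12.0 to 274.4 per degree of freedom, so no pair agreed within sampling noise and every library was counted as a separate sample.

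Counts were analysed with edgeR 4.0.16 in R 4.3.3. Following the study's methods, which name edgeR, a false discovery rate of 0.05 and the removal of genes with a zero count, genes with at least 1 count in every sample were kept (10276 genes). TMM factors were computed, 1 quasi-likelihood model with a term for group was fitted to all 15 samples, and each time point was compared with control by glmQLFTest. The 405-min and 135-min samples were compared in the same fit, and an F-test of the 3 time coefficients together gave the genes changed at any time. Such an F-test spreads its evidence over 3 coefficients and can therefore count fewer genes than a single comparison. Adjusted p-values are Benjamini-Hochberg values over the tested genes, with a threshold of 0.05. The standard error (SE) of a log2 fold change was the fold change over the square root of its F statistic.

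Gene panels were fixed before the files arrived. They comprised the proteasome subunits (genes named Psma, Psmb, Psmc or Psmd with a number), p53 targets, heat shock genes and targets of the ER unfolded protein response. The value of a sample was the mean log2 CPM (prior count 2) over the panel's tested genes, which numbered 36, 13, 10 and 11. Group means were compared by an exact permutation test over all splits of the compared samples, on absolute differences, with Benjamini-Hochberg adjustment over the 12 tests. The smallest p-value possible was 0.0179 for 3 against 5 samples and 0.00794 for 4 against 5. In the comparison of settings a panel difference was judged by its unadjusted p-value.

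Genes named in the report followed a rule fixed before the files arrived. For each time point up to 5 rising and 5 falling genes were taken with the largest absolute log2 fold change among those with an adjusted p-value under 0.05, provided every sample of the time point lay beyond all control samples and the mean count was at least 10 in the higher group. From a fixed list, also written before the files arrived, 11 genes are reported at 135 and 405 min. Coordinates are those of the deposited tables (mm9, 1-based). Exonic GC content and length came from the NCBIM37 genome, which is the same assembly, with GENCODE vM1 exons, and were available for 95.7% of the tested genes. Rps27a, a ribosomal protein gene, has many processed copies in the genome, and Hspa1b has a near-identical neighbour, Hspa1a, so reads could be split between copies and the values of these genes are uncertain.

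A principal component analysis of log2 CPM showed a split of the samples that the groups did not explain. The first component held 56% of the variance. Each sample's deviation from the gene means was regressed on exonic GC content, and the 15 slopes were divided into 2 clusters by 2-means clustering, giving library set 1 (10 samples) and library set 2 (5 samples). This rule was chosen after the split had been seen on the first component and after a rule based on the widest gap between slopes had proved nearly tied between 2 positions. The sets are not groups of the study, and the labels give no library batch. The study's methods name 2 ways of preparing libraries without assigning samples to them.

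The alternatives fixed in advance were DESeq2 1.42.0, edgeR's exact test, RLE size factors, library totals only, no filter beyond 1 count in any sample, at least 10 counts in every sample, filterByExpr, only the compared groups in the fit, the replicate number as a block, counts thinned to the smallest total, an absolute log2 fold change of at least 1, and leaving out each sample in turn. For panels, the median over genes and a prior count of 0.5 were also tried. A GC offset by lowess (span 0.3), the library set as a covariate, each library set alone, and the replicate block together with the GC offset were added after seeing the data.

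The scripts were tested on 10 simulated data sets, each with 200 changed genes. The main fit recovered 93.1% of them on average (91 to 95.5%), and 4.5% of its calls were false (0.5 to 7.6%). With a simulated GC effect in 5 samples, distributed over the groups like library set 2, the main fit recovered 78.8% and 14.1% of its calls were false (9 to 17.2%), more than its threshold allows. The GC offset then recovered 93% with 4.2% false calls, and the set covariate recovered 84.7% with 4.6% false calls. The simulated effect was a straight line in GC content, with 1 dispersion for all genes. It was thus the kind of effect that the GC offset removes. In the data the differences between sets followed GC content only in part (Pearson r 0.595 across genes), so these rates need not hold there. The main fit was kept as designed, and the corrected fits are given as alternatives.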

Results

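mRNA levels were measured in NIH3T3 cells expressing DD-sfGFP, before and after withdrawal of S1. The control group had 5 samples with a mean total of 14734027 counts ± 4912337 (SD, n = 5). The samples collected at 45 min had 18474575 counts ± 10666536 (SD, n = 3), those at 135 min had 21924322 counts ± 6073544 (SD, n = 3) and those at 405 min had 15236089 counts ± 4298591 (SD, n = 4). Control replicate 3 was the shallowest library with 6652539 counts, and the remaining totals lay between 9479272 and 30258404. The question addressed by each comparison was which transcripts change, and when, after an unfolded protein appears in the cytosol and nucleus.

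The samples also fell into 2 library sets that differed in how expression depended on the GC content of the transcripts. Library set 2 held control replicate 2, replicate 3 of the 45-min samples and replicates 1, 2 and 4 of the 405-min samples, with slopes from 0.314 to 0.728 log2 CPM per 10 percentage points of exonic GC. The 10 samples of library set 1 had slopes of at most 0.032, and included all 3 samples collected at 135 min. The control group had 1 sample in set 2 and the 405-min group had 3 of its 4, so the set and the time point overlapped in part. A model with both group and set found 5145 of 10276 genes different between the sets at an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg). The common dispersion fell from 0.102 to 0.049 when the set was added to the model. Values within the sets are therefore given beside the pooled ones.

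**Figure D1:**
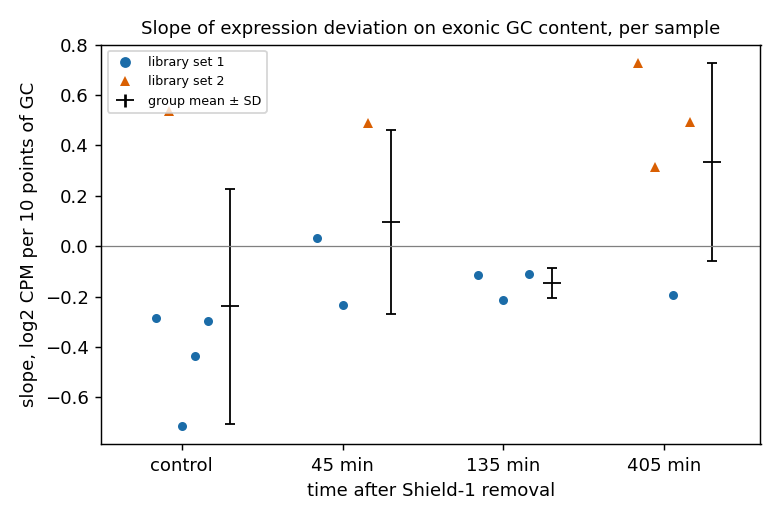
Slope of each sample's log2 CPM deviation on exonic GC content (y axis, log2 CPM per 10 percentage points of GC) by group (x axis), with circles for library set 1, triangles for library set 2, and the group mean with its SD beside the points. The 5 samples of set 2 lay at 0.314 or above, and control replicate 3 had the lowest slope at -0.714.

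At 45 min no gene passed the threshold in either direction, with 0 genes up and 0 genes down. The lowest adjusted p-value was 0.585 (edgeR quasi-likelihood test), for Cdkn1a, which encodes the cell cycle inhibitor p21 and rose by a log2 fold change of 1.409 (SE 0.254). Within library set 1 (2 samples against 4) and within library set 2 (1 against 1) there were likewise 0 genes in each direction. DESeq2 gave the largest number of falling genes among the alternatives, with 2 up and 4 down, while the model with the library set as a covariate gave 3 up and 1 down.

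By 135 min, 58 genes were up and 92 genes were down. The largest increases belonged to Hmox1, Osgin1, Mdm2, Trp53inp1 and a gene with a RIKEN clone name on chromosome 3 (105507517 to 105523759, protein-coding). Hmox1 (heme oxygenase 1, chromosome 8, 77617517 to 77624491, protein-coding) went from 56.9 CPM ± 22.3 (SD, n = 5) in control to 484.5 CPM ± 46 (SD, n = 3), a log2 fold change of 3.087 (SE 0.3, edgeR adjusted p 5.4e-05). Mdm2, which encodes the ubiquitin ligase of p53 (chromosome 10, 117125961 to 117147772, protein-coding), went from 162.9 CPM ± 41.4 (SD, n = 5) to 999.3 CPM ± 65.6 (SD, n = 3), with a log2 fold change of 2.618 (SE 0.188, edgeR adjusted p 6.18e-06). For the gene with the RIKEN name the log2 fold change was 3.273 (SE 0.499), for Osgin1 3.046 (SE 0.451) and for Trp53inp1 2.613 (SE 0.277). The largest decreases belonged to Cebpd, Egr1, Id2, Hes1 and Fam46b. Cebpd (chromosome 16, 15887379 to 15889638, listed as a pseudogene in the GENCODE annotation used) fell from 123.4 CPM ± 58.3 (SD, n = 5) to 14.7 CPM ± 1.5 (SD, n = 3), a log2 fold change of -3.063 (SE 0.318, edgeR adjusted p 0.000111). Id2 (chromosome 12, 25778664 to 25780957, protein-coding) fell from 102.8 CPM ± 34.4 (SD, n = 5) to 16.5 CPM ± 1.5 (SD, n = 3), with a log2 fold change of -2.64 (SE 0.241, edgeR adjusted p 2.83e-05). Egr1, Hes1 and Fam46b had log2 fold changes of -2.703 (SE 0.575), -2.514 (SE 0.305) and -2.489 (SE 0.48). In all 10 genes the 3 samples at 135 min lay beyond the 5 controls, which the rule for named genes required. With only the compared groups in the fit, Egr1 (edgeR adjusted p 0.134), Fam46b (0.121) and the gene with the RIKEN name (0.0525) did not pass. With the replicate block these 3 failed again (edgeR adjusted p 0.217, 0.0937 and 0.0517), and so did Osgin1 (0.0517).

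All 135-min samples were in library set 1. Against the 4 controls of that set, 217 genes were up and 367 were down, and Mdm2 had a log2 fold change of 2.512 (SE 0.152, edgeR adjusted p 2.48e-05). There was no 135-min sample in set 2. The alternative that moved the counts most was the library set as a covariate, with 314 genes up and 501 down, which included all 58 and all 92 genes of the main fit.

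Some transcripts of the fixed list also rose at 135 min. Zfand2a, Cdkn1a, Gclm and Hsph1 had log2 fold changes of 2.126 (SE 0.185), 2.288 (SE 0.254), 1.565 (SE 0.3) and 1.294 (SE 0.159), each past the threshold in the main fit. Gclm did not pass with only the compared groups in the fit (edgeR adjusted p 0.151) or with the replicate block (0.0757). It also failed with the block and the GC offset together (0.0863). The heat shock gene Hspa1b had a log2 fold change of 1.965 (SE 0.441, edgeR adjusted p 0.039). This call no longer passed with only the compared groups in the fit (edgeR adjusted p 0.111) or with the replicate block (0.26). It also failed with the GC offset (0.184) and with the block and the GC offset together (0.43). In the main fit the changes of Ubb, Rps27a, Psmb3, Hspa5 and Ddit3 did not pass the threshold at 135 min, and their log2 fold changes ranged from -0.379 for Ddit3 to 0.771 for Psmb3. Of these, Ubb (0.552, SE 0.113, edgeR adjusted p 0.00857) and Psmb3 (0.855, SE 0.213, edgeR adjusted p 0.0234) passed with the library set as a covariate. Within set 1, Ubb passed (0.563, SE 0.128, edgeR adjusted p 0.0338) and Psmb3 did not (0.886, SE 0.256, edgeR adjusted p 0.0668).

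At 405 min the response was broader, with 1027 genes up and 1382 genes down. Of these, 483 rising and 604 falling genes changed by a log2 fold change of at least 1. The largest increases were those of Osgin1, Mocos, Rusc1, Abhd4 and Mmp9. Osgin1 (chromosome 8, 121961062 to 121970156, protein-coding) went from 1.8 CPM ± 1.2 (SD, n = 5) to 20.9 CPM ± 8.4 (SD, n = 4), a log2 fold change of 3.519 (SE 0.439, edgeR adjusted p 0.000172). Abhd4 (chromosome 14, 54878972 to 54888840, protein-coding) rose from 7.7 CPM ± 4.8 (SD, n = 5) to 73.3 CPM ± 29.1 (SD, n = 4), with a log2 fold change of 3.224 (SE 0.445, edgeR adjusted p 0.000345). Mocos, Rusc1 and Mmp9 had log2 fold changes of 3.383 (SE 0.454), 3.358 (SE 0.497) and 3.176 (SE 0.63). The largest decreases were those of Gm9762, a gene with a RIKEN clone name on chromosome X (120217168 to 120256902, protein-coding), Igf1, Fibin and Fap, in this order with log2 fold changes of -3.098 (SE 0.912), -2.923 (SE 0.675), -2.789 (SE 0.763), -2.724 (SE 0.604) and -2.444 (SE 0.588). These 5 were weakly expressed, and Igf1 (chromosome 10, 87323856 to 87378515, protein-coding) went from 7.6 CPM ± 6 (SD, n = 5) to 1.1 CPM ± 0.3 (SD, n = 4). Gm9762 had only 1 or 2 counts in each 405-min sample, and 2 and 1 counts in control replicates 2 and 3. Its log2 CPM was at most -2.225 at 405 min and was -2.201 in control replicate 2. Its place in this list therefore rests on values near the floor.

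Within library set 1 (1 sample at 405 min against 4 controls), 121 genes were up and 96 were down, and within library set 2 (3 samples against 1 control), 242 were up and 213 were down. With the set as a covariate, 634 genes were up and 706 down at 405 min, of which 542 and 621 were among those of the main fit. All 1027 rising genes kept a positive and all 1382 falling genes a negative log2 fold change in that model. Osgin1 and Abhd4 rose within each set. Their log2 fold changes were 3.102 (SE 0.456) and 2.67 (SE 0.447) in set 1 and 2.674 (SE 0.366) and 2.518 (SE 0.317) in set 2. Mocos, Rusc1 and Mmp9 rose by 2.869 (SE 0.699), 2.619 (SE 0.623) and 2.654 (SE 1.098) in set 1. In set 2 they rose by 3.034 (SE 0.323), 2.455 (SE 0.406) and 3.282 (SE 0.503). The fall of Igf1 kept its size in set 1, at -2.856 (SE 1.358), and was smaller in set 2, at -0.468 (SE 0.508). With 1 sample on one side in each set, these fits cannot decide whether it holds. The lowest 405-min counts were those of set 1 alone, and the highest, 2515 up and 2463 down, came when control replicate 2 was left out.

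The fixed list was also compared at 405 min. The polyubiquitin gene Ubb (chromosome 11, 62365006 to 62366714) rose from 163.6 CPM ± 31.1 (SD, n = 5) to 427.8 CPM ± 62.9 (SD, n = 4), a log2 fold change of 1.387 (SE 0.165, edgeR adjusted p 0.000128). Rps27a did not pass the threshold at either time in the main fit. The rise of Ubb was 1.181 (SE 0.175) within set 1 and 1.109 (SE 0.225) within set 2, and the GC offset, an alternative added after seeing the data, moved it most, to 0.912 (SE 0.126). Zfand2a, Gclm, Psmb3, Cdkn1a, Mdm2 and Hsph1 were also raised at 405 min, with log2 fold changes of 2.178 (SE 0.176), 2.271 (SE 0.287), 1.957 (SE 0.232), 1.827 (SE 0.24), 1.211 (SE 0.174) and 1.112 (SE 0.149). Hspa1b, Hspa5 and Ddit3 did not pass at 405 min in the main fit. The call for Hspa5, 0.293 (SE 0.176, edgeR adjusted p 0.213), depended on the fit: it was 0.478 (SE 0.154, edgeR adjusted p 0.0333) with the GC offset, 1.006 (SE 0.236, edgeR adjusted p 0.028) within set 2 and 0.163 (SE 0.196, edgeR adjusted p 0.717) within set 1. Hspa1b was -0.974 (SE 0.427, edgeR adjusted p 0.101), and -0.337 and 0.376 within sets 1 and 2, where it did not pass. Hspa1b and Rps27a both passed as lower than control when control replicate 2 or replicate 3 of the 405-min samples was left out.

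**Figure D2:**
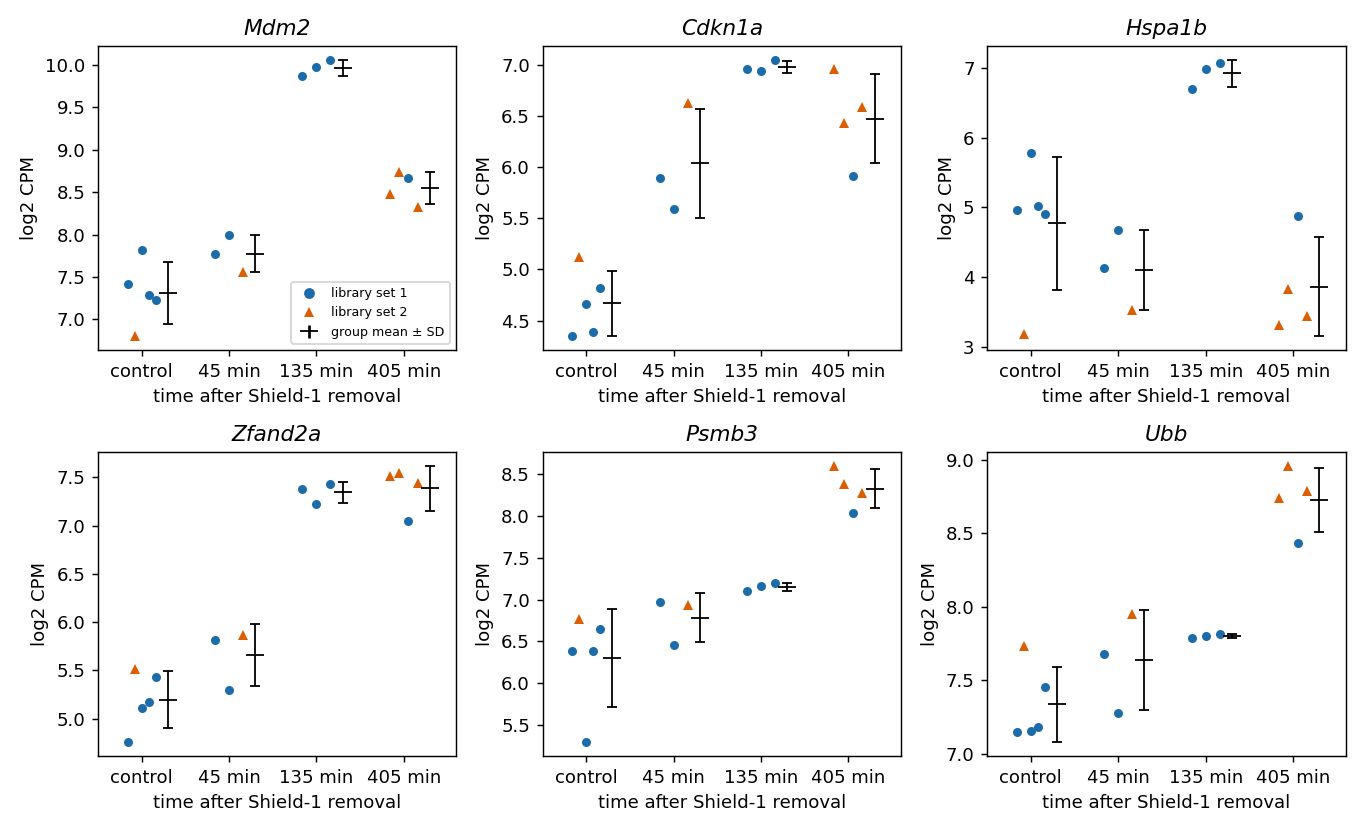
log2 CPM (y axes) of Mdm2, Cdkn1a, Hspa1b, Zfand2a, Psmb3 and Ubb in each of the 15 samples by time after S1 removal (x axes), with circles for library set 1, triangles for library set 2, and the group mean with its SD beside the points. Mdm2 had a mean of 9.96 at 135 min and 8.55 at 405 min against 7.31 in control, whereas Psmb3 reached its highest mean, 8.33, at 405 min.

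The 405-min and 135-min samples were compared directly to ask whether the early and late responses differed. In this comparison 230 genes were higher and 290 lower at 405 min. Mdm2 was lower at 405 min by a log2 fold change of -1.406 (SE 0.197, edgeR adjusted p 0.0022), and Psmb3 was higher by 1.186 (SE 0.269, edgeR adjusted p 0.023). Set 2 held no 135-min sample, so no fit was possible there. The fit within library set 1 is given below with the other settings. It had only 1 sample at 405 min, too few to judge these counts. With the set as a covariate, 171 genes were higher and 207 lower at 405 min. Fitting only these 7 samples gave the highest counts of any alternative, 1703 genes higher and 1263 lower. Of the 58 genes up at 135 min, 43 were also up at 405 min, and of the 92 genes down at 135 min, 60 were also down. No gene passed the threshold in opposite directions at these times. At 405 min the log2 fold change was positive for 55 of the 58 rising genes and negative for 87 of the 92 falling genes. Because both comparisons used the same controls, the overlap was not tested against independence, and regroupings of the samples are given below. The overlap of rising genes went up to 162 with the set as a covariate. Across the time course 996 genes changed at any time, and the alternatives gave from 257 genes with the replicate block to 3858 without control replicate 2.

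The groups shared replicate numbers in the labels, and a pairing by number is taken from those labels alone. With the replicate block the fit gave 0 genes at 45 min, 11 up and 20 down at 135 min, 333 up and 467 down at 405 min, and 5 higher and 10 lower at 405 than at 135 min, beside 0, 58 and 92, 1027 and 1382, and 230 and 290 without it. The block left 257 genes changed at any time, 9 genes up at both later times and 15 proteasome genes up. Samples with the same number did not deviate together: the mean correlation across genes of their deviations from the group means was -0.11 over 19 pairs, against 0.028 over 64 pairs with different numbers. Pairs from the same library set averaged 0.157 and pairs from different sets -0.168. The effect of the set was not removed before the numbers were compared, so these correlations cannot rule out a pairing by number.

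The proteasome subunits were examined as a group, following the study, which had also looked at these genes together. Of the 36 subunit genes tested, 17 were up and 0 were down at 405 min, and 0 were up at 135 min. Their log2 fold changes at 405 min had a median of 0.5 and ranged from -0.54 to 2.04. The highest was that of Psmd3, 2.042 (edgeR adjusted p 0.00344). Within library set 1 there were 14 subunit genes up and within library set 2 there were 17. The largest change of this count came with the set as a covariate, under which 28 were up.

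The mean log2 CPM of the proteasome panel was 6.97 ± 0.06 (SD, n = 5) in control, 7 ± 0.16 (SD, n = 3) at 45 min, 7.29 ± 0.05 (SD, n = 3) at 135 min and 7.7 ± 0.09 (SD, n = 4) at 405 min. The difference from control was 0.321 at 135 min (exact permutation p 0.0179, adjusted 0.0357) and 0.73 at 405 min (exact permutation p 0.00794, adjusted 0.0317), with every sample above all controls, and 0.035 at 45 min (exact permutation p 0.696). Within library set 1 the differences were 0.302 at 135 min (exact permutation p 0.0286) and 0.811 at 405 min, and within set 2 the 405-min difference was 0.773, where 1 sample on one side allows no p-value under 0.2. Taking the median over the panel reduced the 135-min difference to 0.112 (exact permutation p 0.304), the largest move for this panel. With the replicate block, that is, the mean of differences between samples of the same number, the differences were 0.318 and 0.714, with exact permutation p-values of 0.25 and 0.125 that were the smallest such 3 and 4 pairs can give.

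The p53 target panel reached its highest mean earlier, at 135 min. It averaged 5.18 ± 0.33 (SD, n = 5) in control, 5.84 ± 0.18 (SD, n = 3) at 45 min, 6.68 ± 0.03 (SD, n = 3) at 135 min and 6.28 ± 0.16 (SD, n = 4) at 405 min. The differences were 1.494 at 135 min (exact permutation p 0.0179, adjusted 0.0357) and 1.099 at 405 min (exact permutation p 0.00794, adjusted 0.0317). At 45 min the difference was 0.66, with all 3 samples above the 5 controls, and it did not pass after adjustment (exact permutation p 0.0357, adjusted 0.0612). In set 1 the differences at 45, 135 and 405 min were 0.63, 1.56 and 0.946, and in set 2 they were 0.589 and 0.908. The median over the panel moved the 405-min value most, to 1.466 (exact permutation p 0.0159).

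The heat shock panel averaged 8.75 ± 0.13 (SD, n = 5) in control and 8.73 ± 0.1 (SD, n = 3) at 45 min, and it peaked at 9.58 ± 0.04 (SD, n = 3) at 135 min before reaching 9.22 ± 0.1 (SD, n = 4) at 405 min. It was higher than control by 0.826 at 135 min (exact permutation p 0.0179, adjusted 0.0357) and by 0.463 at 405 min (exact permutation p 0.00794, adjusted 0.0317), and within the sets the 135-min difference was 0.774 in set 1 and the 405-min difference was 0.518 in set 1 and 0.634 in set 2. Using the median over its genes lowered the 135-min difference to 0.545. The ER stress panel averaged 6.61 ± 0.19 (SD, n = 5) in control. It averaged 6.7 ± 0.21 (SD, n = 3), 6.85 ± 0.03 (SD, n = 3) and 6.86 ± 0.08 (SD, n = 4) at the 3 time points. Its differences of 0.085, 0.239 and 0.246 did not pass after adjustment, with adjusted exact permutation p-values of 0.664, 0.119 and 0.0714. Before adjustment the 405-min value was 0.0476. The 405-min difference was 0.16 within set 1 and 0.209 within set 2. With the replicate block the 135-min and 405-min differences were 0.285 and 0.311. Their exact permutation p-values, 0.25 and 0.125, were the smallest that 3 and 4 pairs can give. A small rise is therefore not excluded. When the median was used its 135-min value turned to -0.084 and its 405-min value rose to 0.542 (exact permutation p 0.0556).

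**Figure D3:**
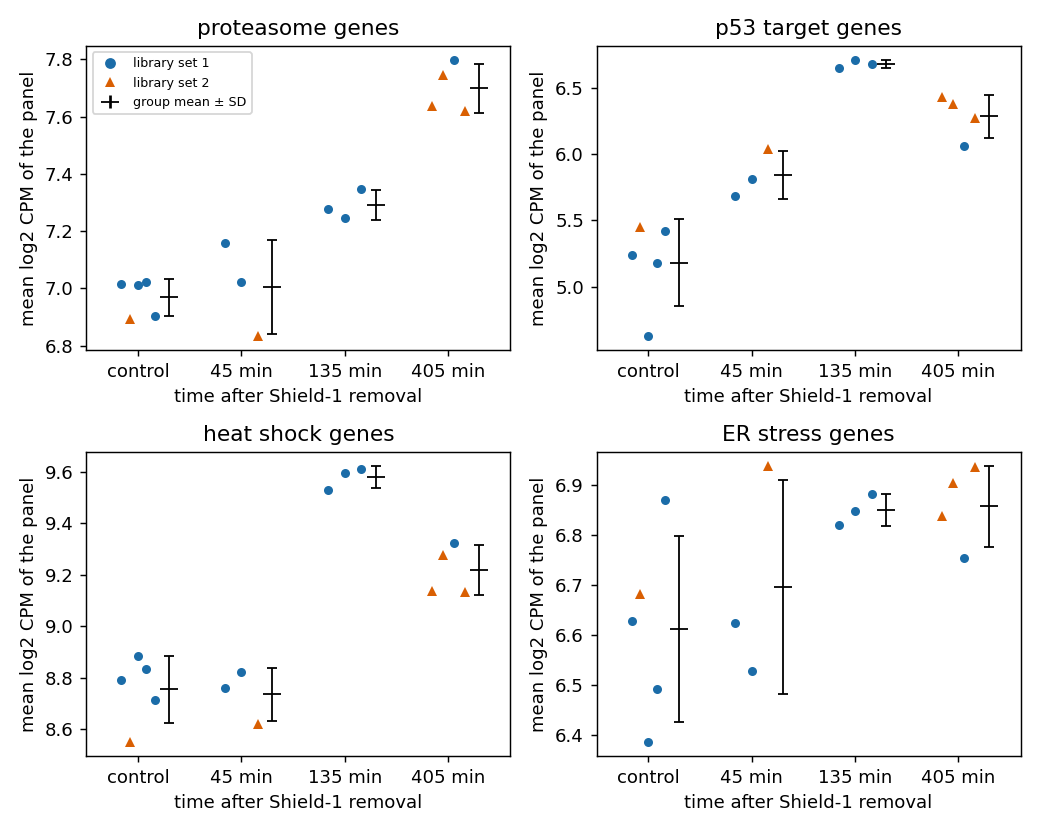
Mean log2 CPM of the genes of 4 panels (y axes) in each of the 15 samples by time after S1 removal (x axes), with circles for library set 1, triangles for library set 2, and the group mean with its SD beside the points. The proteasome panel was highest at 405 min with a mean of 7.7, while the p53 target and heat shock panels were highest at 135 min with means of 6.68 and 9.58, and the ER stress panel overlapped with control.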

Values the study reported

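The study reported 0, 63 and 759 genes with raised mRNA levels at 45, 135 and 405 min after S1 was withdrawn, at a false discovery rate below 0.05. It reported lowered levels for 0, 69 and 909 genes at these time points. Of 39 genes for proteasome subunits, 16 were reported to change, each of them upward.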

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

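The sample grouping, the designs, the panels, the rule for named genes and a list of other settings to try were fixed before the processed files arrived. The library sets, the GC correction and the checks below were chosen after seeing the data.

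A rule for samples far from the others of their group was applied to 38 quantities in the control and 405-min groups, 76 tests in all, of which chance would flag about 3.8. It flagged 9. Control replicate 3 accounted for 5 of them. The sum of its deposited RPKM values was 159763, against 261684 to 301654 in the other controls. Its log2 CPM was 2.371 for Trp53inp1 (the other controls had 3.346 to 3.694), 5.291 for Psmb3 (6.389 to 6.773), 3.226 for Ddit3 (4.906 to 5.357) and 4.148 for Gclm (5.989 to 6.246). This library was the shallowest. After all libraries were thinned to the smallest total its mean correlation with the other controls was 0.879, still the lowest of the 5, so depth alone did not account for its distance. Its slope on GC content was -0.714, below the range of -0.434 to 0.728 in the other samples, and its slope on gene length was -0.242, below their range of -0.155 to 0.135. A library preparation that differed in its GC and length recovery therefore remains a candidate explanation. No biological explanation was tested, since the labels give none for a single control.

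Further flags fell on samples that were alone in their library set within their group. Replicate 3 of the 405-min samples had log2 CPM values of 3.216 for Fam46b (the other 3 had 4.088 to 4.259) and 9.842 for Rps27a (9.102 to 9.206), and control replicate 2 had 1.085 for Rusc1 (-0.851 to -0.296 in the other controls). If the library set were the cause, the other group would differ between the sets in the same direction. It did so for 3 of the 3 genes, a prediction written after the values had been seen. The library set may therefore account for these flags, and Rps27a may also share reads with copies elsewhere in the genome, which was not tested. The last flag, Ddit3 at 5.269 in replicate 4 of the 405-min samples (4.845 to 4.914 in the other 3), stood alone and is within what chance gives.

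Of the 29 named genes, 11 had effects that differed between 135 and 405 min in the direct edgeR comparison of these time points. The log2 fold changes (405 against 135 min) were -1.297 for Hmox1 (edgeR adjusted p 0.0295), -1.406 for Mdm2 (0.0022), 1.272 for Id2 (0.0104), 1.204 for Hes1 (0.0342), 2.458 for Fam46b (0.0131), 2.288 for Mocos (0.0228), 3.363 for Rusc1 (0.00946), 2.369 for Abhd4 (0.0199), 0.94 for Ubb (0.0149), 1.186 for Psmb3 (0.023) and -2.938 for Hspa1b (0.00632). All 135-min samples were in library set 1 and 3 of the 4 samples at 405 min were in set 2, so the set was weighed first. The 405-min sample of set 1 lay on the same side of the 135-min mean for 11 of the 11 genes. That sample had also entered the fit that chose the genes, so this check leans toward agreement and does not remove the set as an explanation. For the whole comparison, 2 of the 35 splits of the 7 samples, the real one included, gave at least 520 genes with an adjusted p-value under 0.05. The largest other split gave 960, and the median of the other splits was 0. Grouping by chance was therefore not set aside by this count. The split with 960 genes was the division by library set, and all splits other than these 2 gave 0. It differs from the real split only in the side of replicate 3 of the 405-min samples. The division by set thus gave more genes than the division by time. This comparison therefore cannot tell the library set and the time point apart. The opposite courses of Mdm2 and Psmb3 are consistent with an early and a late part of the response, as a hypothesis that would need libraries of 1 kind at both times.

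The filter on zero counts left 9325 detected genes untested, and 1066 of these had their only zero in control replicate 3. Among the genes left out, 27 were raised at 405 min in a fit without the filter (edgeR adjusted p under 0.05, every sample above all controls, at least 10 counts in each), and 0 were raised at 45 or 135 min. Calr3 had the clearest signal, with a log2 fold change of 4.462 (SE 0.53, edgeR adjusted p 7.18e-05), at least 398 counts in each 405-min sample and at most 72 in a control. Rnf183 followed with 5.412 (SE 0.852, edgeR adjusted p 0.000705). If the shallow control were the only reason for their absence, all 27 would have their zeros there alone. In 6 of them a library other than control replicate 3 had a zero, so depth of control replicate 3 alone could explain the loss of 21 and not of the rest. Whether the library set raised these genes was not tested.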

How the results depend on the processing

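A total of 64 results were recomputed under 33 settings, 15 of which each left out one sample. Not every setting gave a value for every result. Of the 64 results, 20, all single genes, kept their direction and side of the threshold in every setting that gave a value for them. Among them were Mdm2, Hmox1, Trp53inp1, Cebpd, Id2 and Hes1 at 135 min, and Cdkn1a, Zfand2a and Hsph1 at 135 and 405 min. Others were Mdm2, Osgin1, Abhd4, Ubb, Psmb3 and Gclm at 405 min. No headline result was unchanged under every setting. RLE size factors and at least 10 counts in every sample left all gene counts within 1.5 times the main values, and so did thinning to the smallest total, so unequal depth had little effect on them. Larger moves came with other tests, other model terms, removal of the filter and single samples left out, and their causes were not separated.

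DESeq2 gave 2 genes up and 4 down at 45 min, 161 up and 269 down at 135 min, 799 higher and 672 lower at 405 than at 135 min, 2464 changed at any time and 104 up at both later times. The edgeR exact test gave 2 up and 1 down at 45 min, 108 and 168 at 135 min, 527 and 455 for 405 against 135 min, and 71 up at both. Both tests account less for uncertainty in the dispersion, which may explain the longer lists. Library totals without a composition factor gave 193 genes lower at 405 than at 135 min and turned the heat shock panel at 45 min to 0.057. Without the low-count filter there were 32 up and 48 down at 135 min, and 83 and 124 for 405 against 135 min. There were 630 changed at any time and 24 up at both. The larger number of genes corrected for, or sparse genes in the spread, may have shortened these lists, which was not tested. filterByExpr gave 151 genes higher at 405 than at 135 min. With only the compared groups in the fit there were 16 up and 24 down at 135 min, 350 and 466 at 405 min, and 12 up at both, but 1703 higher and 1263 lower at 405 than at 135 min. That last fit left out the controls, whose replicates 2 and 3 spread widely. A log2 fold change of at least 1 left 483 up and 604 down at 405 min, 142 and 86 for 405 against 135 min, 558 changed at any time, 22 up at both and 11 proteasome genes up.

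The replicate block gave 11 up and 20 down at 135 min, 333 and 467 at 405 min, 5 and 10 for 405 against 135 min, 257 changed at any time and 9 up at both. It uses up degrees of freedom, which may explain the shorter lists. A pairing by number was not ruled out, because the effect of the library set was not removed when it was examined. For the panels it gave 0.318 and 0.714 for the proteasome at 135 and 405 min, 0.738, 1.571 and 1.159 for p53 targets at the 3 times, 0.839 and 0.453 for heat shock at 135 and 405 min, and 0.311 for ER stress at 405 min. None passed, because 3 or 4 pairs cannot give an exact permutation p under 0.125. The median over the panel gave -0.085 and 0.112 for the proteasome at 45 and 135 min, and 0.905 for p53 targets at 45 min. It gave 0.309 for heat shock at 405 min, and -0.172, -0.084 and 0.542 for ER stress at the 3 times.

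The following settings were chosen after seeing the data. The GC offset gave 2 genes up at 45 min, 126 up and 139 down at 135 min, 432 and 456 for 405 against 135 min, 1513 changed at any time, 95 up at both, and 0.2 for ER stress at 405 min. The library set as a covariate gave 3 up and 1 down at 45 min, 314 and 501 at 135 min, 634 and 706 at 405 min, 162 up at both and 28 proteasome genes up. Its panel differences were 0.793 for the proteasome at 405 min, 0.619 and 0.927 for p53 targets at 45 and 405 min, 0.009 and 0.574 for heat shock at 45 and 405 min, and 0.184 for ER stress at 405 min. Both corrections lower the spread between samples, which may lengthen the 135-min list, and the covariate shortens the 405-min list because set and time overlap. Set 1 alone gave 217 and 367 genes at 135 min, 121 and 96 at 405 min, 0 and 0 for 405 against 135 min and 292 changed at any time. Its panel differences were 0.811 for the proteasome at 405 min, 0.63 and 0.946 for p53 targets at 45 and 405 min, 0.518 for heat shock at 405 min, and -0.017 and 0.16 for ER stress at 45 and 405 min. Set 2 alone gave 242 and 213 genes at 405 min, with -0.06 and 0.773 for the proteasome, 0.589 and 0.908 for p53 targets and 0.072 and 0.634 for heat shock at 45 and 405 min, and 0.209 for ER stress at 405 min. These panel comparisons had 1 sample on one side, or 2 against 4, too few for an exact permutation p under 0.05. The replicate block with the GC offset gave 39 genes down at 135 min, 839 down at 405 min, 100 and 113 for 405 against 135 min and 569 changed at any time.

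Among single genes, Ddit3 at 405 min, with a main value of 0.053, turned to -0.018 after thinning, -0.066 with the GC offset, -0.215 with the set covariate and -0.333 in set 2, and ranged from -0.195 to 0.19 when samples were left out. Rps27a turned to 0.029 at 405 min in set 2 and ranged from -0.288 to 0.062 at 135 min when samples were left out, and Hspa1b at 405 min to 0.376 in set 2. Of 575 other rows for single genes, 41 changed, 36 weaker and 5 stronger. Of 615 rows that left out a sample, 35 changed, 28 weaker, 4 stronger and 3 reversed.

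Across the 15 fits that each left out one sample, the counts stayed at 0 up and 0 down at 45 min. They ranged from 20 to 115 up and 22 to 182 down at 135 min, 418 to 2515 up and 528 to 2463 down at 405 min, 19 to 755 higher and 23 to 637 lower at 405 than at 135 min, 392 to 3858 changed at any time, 18 to 96 up at both, and 16 to 18 proteasome genes up. The highest count of genes up at 405 min came without control replicate 2, the only control of set 2. The panel differences at 45, 135 and 405 min ranged from -0.042 to 0.121, 0.292 to 0.344 and 0.697 to 0.757 for the proteasome, 0.522 to 0.742, 1.355 to 1.56 and 0.961 to 1.173 for p53 targets, -0.072 to 0.037, 0.774 to 0.859 and 0.412 to 0.496 for heat shock, and -0.035 to 0.17, 0.182 to 0.303 and 0.189 to 0.311 for ER stress.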

Other observations

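The number of genes down at 405 min was 1382 here, and 1027 genes were up. Both are higher than the values quoted from the study above. At 135 min the 92 genes down were more, and the 58 genes up were fewer, than quoted.

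Other splits of the samples were refitted to ask how often grouping by chance gives as many genes. At 45 min, where the real count was 0, all 56 of the 56 splits gave at least as many, which says nothing beyond the count itself, and the largest gave 3927. At 135 min only the real split, 1 of 56, reached its 150 genes, and every other split gave 0. At 405 min 3 of 100 drawn splits out of 126 reached 2409 genes, the largest with 4008. For genes changed at any time 3 of 100 regroupings of the 15 samples reached 996, the largest with 2838, and for genes up at both later times 2 of 100 reached 43, the largest with 150. For proteasome genes up at 405 min only the real split, 1 of 100, reached 17, and the next highest had 4.

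The split of the 9 control and 405-min samples by library set was not among those drawn. It gave 5501 genes, more than the 2409 of the real split. Like the real split it puts most 405-min samples on one side, so its count holds effects of both set and time. This comparison therefore cannot tell the library set and the time point apart. With both in the model, 634 genes were up and 706 down at 405 min. Across genes, which are not independent replicates, the 405-min log2 fold changes correlated with the differences between sets (Pearson r 0.752), while for the 135-min changes r was 0.204. The genes up at 405 min had a median exonic GC content of 51.8%, 2.7 percentage points above the 49.1% of all tested genes, and those down had 45.4%. With the set as a covariate the medians were 50.1% and 47%. The median of the genes up at 135 min differed from that of all genes by -0.3 points. A part of the 405-min lists may therefore reflect GC recovery of the libraries. The fit with the set as a covariate kept 542 of the 1027 rising and 621 of the 1382 falling genes. The GC offset did not shorten the lists, with 1216 genes up and 1526 down, so these corrections differ on this point.

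The 2 library sets themselves were compared with 3 technical features. The gene weights of the first principal component correlated with exonic GC content (Pearson r 0.536 across genes) and hardly with log10 exonic length (0.057). The sets were defined by slopes on GC, so the GC correlation describes this component and is no independent test of the sets. Mean totals were 17074560 counts in set 1 and 17013632 in set 2 (exact permutation p 0.984 over 3003 splits), so depth was not the cause. The sets are consistent with 2 ways of preparing libraries, which the labels do not record.

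The proteasome rise at 405 min was weighed against the library set. Dividing the same 9 samples by set, a division that shares 3 of the 4 samples at 405 min, gave 14 subunit genes up and 4 down. That is fewer than the 17 up of the real split and more than the 4 of the next highest drawn split. Because of the shared samples this count cannot show what the set alone does. The panel mean was lower in set 2 within each group holding both sets. It was 6.893 against 6.905 to 7.023 in control and 6.833 against 7.021 and 7.159 at 45 min. At 405 min it was 7.62 to 7.744 against 7.799. These values argue against the set as the source of the rise in the panel mean. Within the sets the panel difference was 0.811 in set 1 and 0.773 in set 2, and the number of subunit genes up was 28 with the set as a covariate. Psmb3 itself was among the genes with an unusual value in control replicate 3. A response to the unfolded DD may contribute to the rise, as a hypothesis. For single subunit genes the partial overlap of set and time leaves a part for the set open.

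Genes of the 135-min response were examined for an earlier shift at 45 min. Since both comparisons share controls, 2 controls were used to choose 100 genes at 135 min and the other 3 to measure the shift at 45 min, in each of the 10 possible divisions. The mean log2 shift in the direction of the 135-min change was above 0 in every division, from 0.035 to 0.494 with a mean of 0.287, and between 52 and 97 of the 100 genes moved that way. Shared controls alone would not give this, although the divisions reuse the same 3 samples at 45 min. In the fit with the set as a covariate, chosen after seeing the data, 4 genes passed the threshold at 45 min: Cdkn1a (log2 fold change 1.275, SE 0.148, edgeR adjusted p 0.00224), Osgin1 (2.03, SE 0.296, adjusted p 0.0207), Sesn2 (1.431, SE 0.227, adjusted p 0.0375) and Id3 (-1.401, SE 0.228, adjusted p 0.0384). An onset by 45 min that the spread between library sets hides in the main fit is a possible explanation.

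Falls of Id2, Id3, Smad7 and Klf10 at 135 min were noticed in the tables and led to a hypothesis. FKBP binds type I receptors of the TGF-beta family, so withdrawing its ligand may free the FKBP-derived domain to restrain them and lower their target genes. That domain also becomes unfolded without S1, and whether it then binds a receptor was not tested. A panel of 10 other target genes that had not been looked at was written first. It was lower by a difference of -0.732 at 135 min, with 3 of 3 samples below all controls, and 8 of its 10 genes fell. The exact permutation p was 0.0179, the smallest possible, and 0.0536 after adjustment over the 6 tests of both added panels, so it failed the correction. At 405 min the difference was -0.49 (exact permutation p 0.00794, adjusted 0.0476), and at 45 min -0.116 (exact permutation p 0.25). Smad6 and Ankrd1 fell most, with log2 fold changes of -2.002 (edgeR adjusted p 0.0154) and -1.62 (edgeR adjusted p 0.0095). Within library set 1 the 135-min difference was -0.691, so the set did not produce it. S1 was removed by adding purified FKBP protein to the culture, with no change of medium described. Handling of the cells at this step was weighed with a panel of immediate-early genes, a prediction written after Egr1 and Fos had been seen. That panel differed by -0.562 at 135 min (exact permutation p 0.0893), smaller than the target panel and in the same direction. It differed by -0.25 at 405 min (exact permutation p 0.294), again in the same direction. At 45 min it differed by 0.344 (exact permutation p 0.25), opposite to the target panel, and neither panel passed there. In these samples the fall of the target genes therefore cannot be told apart from an effect of handling or of the added protein. The study also withdrew S1 from cells that expressed GFP without the DD. It reported no significant change there in the transcripts followed by RT-qPCR. Its text does not say that the target genes of this panel were among them. The mRNA-seq of such cells, not analysed here, would bear on the question.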
